# Flavonoid biosynthesis controls fiber color in naturally colored cotton

**DOI:** 10.7717/peerj.4537

**Published:** 2018-04-18

**Authors:** Hai-Feng Liu, Cheng Luo, Wu Song, Haitao Shen, Guoliang Li, Zhi-Gang He, Wen-Gang Chen, Yan-Yan Cao, Fang Huang, Shou-Wu Tang, Ping Hong, En-Feng Zhao, Jianbo Zhu, Dajun He, Shaoming Wang, Guang-Ying Huo, Hailiang Liu

**Keywords:** Fiber color, Naturally colored cotton, Flavonoid biosynthesis, Fiber quality, Transcriptome analysis, RNA interference

## Abstract

The existence of only natural brown and green cotton fibers (BCF and GCF, respectively), as well as poor fiber quality, limits the use of naturally colored cotton (*Gossypium hirsutum* L.). A better understanding of fiber pigment regulation is needed to surmount these obstacles. In this work, transcriptome analysis and quantitative reverse transcription PCR revealed that 13 and 9 phenylpropanoid (metabolic) pathway genes were enriched during pigment synthesis, while the differential expression of phenylpropanoid (metabolic) and flavonoid metabolic pathway genes occurred among BCF, GCF, and white cotton fibers (WCF). Silencing the chalcone flavanone isomerase gene in a BCF line resulted in three fiber phenotypes among offspring of the RNAi lines: BCF, almost WCF, and GCF. The lines with almost WCF suppressed chalcone flavanone isomerase, while the lines with GCF highly expressed the glucosyl transferase (*3GT*) gene. Overexpression of the * Gh3GT* or *Arabidopsis thaliana 3GT* gene in BCF lines resulted in GCF. Additionally, the phenylpropanoid and flavonoid metabolites of BCF and GCF were significantly higher than those of WCF as assessed by a metabolomics analysis. Thus, the flavonoid biosynthetic pathway controls both brown and green pigmentation processes. Like natural colored fibers, the transgenic colored fibers were weaker and shorter than WCF. This study shows the potential of flavonoid pathway modifications to alter cotton fibers’ color and quality.

## Introduction

Cotton is the largest natural textile material, which is accounting for a large proportion of economy. The increasing use of naturally colored cotton reflects the consumers’ desire to use natural products. Based on fiber color, there are two basic types of cotton, namely brown and green (Du, Zhang & Yuan, 1997). However, the fiber quality of naturally colored cotton is poor, which largely limits the use and development of colored cotton. Lots of effects have been applied to improve the quality of naturally colored cotton, while the results are not good as expected. Traditional breeding methods cannot produce new cultivars of naturally colored cotton because of the lack of germplasm for different colored cottons. Therefore, biotechnology for producing new cultivars of naturally colored cotton is required to address this issue.

The cotton fiber color has been studied in many studies. Previous studies show, that the pigmentations of brown cotton fibers (BCF) and green cotton fibers (GCF) might be affected by the flavonoid biosynthetic pathway (Zhang et al., 2011; Li et al., 2012; Hua et al., 2007; Xiao et al., 2007; Li et al., 2013; Feng et al., 2013; Tan et al., 2013; Xiao et al., 2014). Flavonoids form the largest class of naturally occurring secondary metabolites, with the majority being colored. They are the main components of plant pigments (Winkel-Shirley, 2001; Grayer & Harborne, 1994; Forkmann & Martens, 2001) and have been studied in many plants, such as *Arabidopsis thaliana* and *Petunia hybrida* (Buer & Muday, 2004). However, the knowledge is limited in the application of the flavonoid biosynthetic pathway to influence cotton fiber pigment development.

The objectives of this study were to characterize the genetic mechanisms regulating pigment formation in colored cotton fibers and explore the possibility of changing the color of cotton through biotechnological techniques. The methods used are RNA Sequencing, metabolome, RNAi and so on. RNA sequencing (RNA-Seq) is a technique with next-generation sequencing (NGS) to evaluate the presence and quantity of RNA in a biological sample, which is the basis and starting point of gene function and structure research in this research. Differentially-expressed genes from different-colored cottons with RNA-Seq were examined. Metabolomics is a bridge between genes and phenotypes, which can provide a new way for functional genomics research to efficiently and rapidly validate large-scale gene functions. Cultivars with transgenes from RNA-Seq and metabolome were used to confirm that the flavonoid biosynthesis genes not only controlled fiber color but also influenced fiber quality.

## Materials and Methods

### Plant materials

Brown cotton (*Gossypium hirsutum* L.) cultivars ‘Zong 1282’ and ‘Xincaimian 5’, and their near-isogenic lines with white cotton fibers (WCF) were grown in two experimental fields at Korla (Xinjiang, China) and Danzhou (Hainan, China) using standard agronomic conditions and practices. Ovules and fibers were collected 0 and 12 d post-anthesis (DPA) and stored at −80 °C before use.

### RNA sequencing, mapping, and transcript assembly

In total, 12 libraries were sequenced (samples: BCF, GCF, and WCF, numbered 5, 6, and 24, respectively at two time points, 0 and 12 DPA) using the HiSeq 2000 Sequencing System (Illumina, San Diego, CA, USA) at the Genome Center of WuXi App Tec (Shanghai, China). The raw reads were evaluated with software FsatQC (v0.10.1) for quality control and were trimmed with software Trimmomatic (v0.32) by removing adaptors and low-quality reads to generate clean reads. The clean reads were aligned with the *Gossypium raimondii* genome sequence (G.raimondii_JGI_221_v2.1) (Wang et al., 2012) using the spliced read aligner Tophat (version 2.0.9) with default parameters. The genome index was generated by bowtie (v2.2.4) (Langmead & Salzberg, 2012). The transcripts were reconstructed using Cufflinks (version 2.2.0) that were annotated in Ensemble, and the transcript expression levels were estimated using reads per kilobase per million mapped reads (Kim et al., 2013). To eliminate poorly reconstructed transcripts, alignment artifacts, and background expression, transcripts with a mean coverage below one read per base were removed from the transcriptome. All the mapped reads were count by HTSeq (0.6.0) (Anders, Pyl & Huber, 2015). DESeq (1.18.0) (Anders & Huber, 2010) was used for differential expression analysis and genes with adjusted *p*-value less than 0.05 were considered as differentially expressed genes (DEGs).

### Quantitative reverse transcription PCR (qRT-PCR)

Total RNA was extracted according to a published method involving guanidine thiocyanate (Liu et al., 2006) and RNA samples were treated with Ambio™ DNaseI (Invitrogen, Carlsbad, CA, USA) and reverse transcribed with oligo (dT) primers (Invitrogen, Carlsbad, CA, USA). The qRT-PCR assay was performed using an ABI 7900HT Real-Time PCR System (Applied Biosystems, Foster City, CA, USA) with the QuantiTect SYBR Green PCR kit (Qiagen, Hilden, Germany). The PCR program was as follows: 2 min at 50 °C; 2 min at 95 °C; 40 cycles of 15 s at 95 °C, and 60 s at 60 °C. This was followed by a standard dissociation protocol to ensure that each amplicon was a single product. All data were normalized against *UBQ 7* levels (Shi et al., 2006). We performed the qRT-PCR assay in triplicate for each of the three independent samples.

### Construct development

An RNA interference (RNAi) construct was generated using the pANDA-35HK vector with CaMV35S promoter and neomycin phosphotransferase II (*NPTII*) and hygromycin phosphotransferase (*HPT*) resistance genes to down-regulate the cotton chalcone flavanone isomerase gene *GhCHI-1*’s expression in BCF (Miki, Itoh & Shimamoto, 2005). A 224-bp *GhCHI-1* cDNA fragment was amplified by PCR (primers: 5′-CACCTGATTTTGAGAAGTTCATACGGGTG-3′ and 5′-AGTCAAGGAACCTT- GGCCTGAAATA-3′) to facilitate directional cloning into the Gateway pENTR vector. The recombinant plasmid was digested with restriction enzyme PvuI and directionally inserted into the RNAi pANDA vector using LR Clonase according to the manufacturer’s instructions (Invitrogen, Carlsbad, CA, USA). Overexpression constructs were also produced using the pANDA vector to independently up-regulate the cotton or Arabidopsis glucosyl transferase (*3GT*) genes’ expression level in BCF. The *At3GT* and *Gh3GT* coding sequences with independently introduced using XbaI and EcoRI, and XbaI and SacI, restriction enzyme sites, respectively, and were amplified by PCR (primers: 5′-GCTCTAGAGCATGACCAAACCCTCCGACC-3′ and 5′-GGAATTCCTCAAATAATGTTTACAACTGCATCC-3′, and primers: 5′-GCTCTAGAGC ATGGAAGGCTACAAGAATGCTT-3′ and 5′-CGAGCTCGTCAA- CTTGGTGGTAAGTGTTG-3′, respectively) to facilitate directional cloning into the pANDA vector, which was digested with the same restriction enzymes.

### Agrobacterium-mediated transformation of cotton through pistils

Just prior to anthesis, the flowers that were about to open were tied up using string and unopened petals were clamped to avoid cross-pollination. The cotton pistils were sprayed two or three times with a sucrose inoculation solution containing *Agrobacterium tumefaciens* GV3101 transformed with the pANDA vector, a binary vector carrying the CaMV35S:*GhCHI-1* hairpin, CaMV35S:*Gh3GT* or CaMV35S:*At3GT* construct in the afternoon of the first day of flowering using a modified pistil drip pollination method (Chen et al., 2010). After spraying *Agrobacterium* drops, the treated flowers were immediately clamped for 3 d to facilitate *Agrobacterium* transformation under humid and dark conditions.

### Genomic DNA extraction, PCR, and Southern blot analysis

Genomic DNA from the leaves of wild-type and transgenic cotton plants were isolated using a cetyltrimethylammonium bromide method (Paterson, Brubaker & Wendel, 1993). The positive transformants were identified using PCR amplifications of *NPTII* and *HPT* with gene-specific primers. The *NPTII* forward and reverse primer sequences were 5′-AGACAAGTTCCTCTTCGGGC-3′ and 5′-TGAAGATGAACAAAG- CCCTG-3′, respectively. The *HPT* forward and reverse primer sequences were 5′-AGGGCGAAGAATCTCGTGCT-3′ and 5′-AACCCGCTCGTCTGGCTAAG-3′, respectively. The expected sizes of the *NPTII* and *HPT* PCR products were 251 and 309 bp, respectively.

Positive transgenic plants were selected for Southern blot analysis. Genomic DNA (20 µg) was digested with EcoRI, separated on a 0.8% agarose gel, and blotted onto a Hybond-N+ nylon membrane (Amersham Biosciences, Buckinghamshire, UK). We used digoxigenin-labeled *NPTII* probes for hybridization, which was completed according to the DIG High Prime DNA Labeling and Detection Starter Kit I (Roche, Basel, Switzerland).

### The metabolomics cotton fiber analysis

BCF, GCF, and WCF were naturally dried for 30 d in a laboratory room under a constant temperature. Then, 1.0 g of sieved cotton was transferred to a glass vial (100 ml), 50 ml methanol was added and the samples underwent ultrasonic extraction for 1 h. After the hour, the supernatants were removed. Another 50 ml methanol was added, and the procedure was repeated two more times. The supernatants were combined and concentrated under 38 °C using a BUCHI Rotavapor R-100 (BUCHI Labortechnik AG, Flawil, Switzerland) and BUCHI Vacuum Pump V-100 (BUCHI Labortechnik AG). After concentration, the residue was further dissolved in methanol (25 ml). All samples were acquired by the LC-MS system following machine order. First, all chromatographic separations were performed using an ultra-performance liquid chromatography system (Waters, Milford, MA, USA). An ACQUITY UPLC BEH C18 column (100 mm × 2.1 mm, 1.7 μm; Waters) was used for the reversed phase separation. The column oven was maintained at 50 °C. The flow rate was 0.4 ml/min, and the mobile phase consisted of solvent A (water + 0.1% formic acid) and solvent B (acetonitrile + 0.1% formic acid). Gradient elution conditions were set as follows: 0–2 min, 100% phase A; 2–11 min, 0%–100% B; 11–13 min, 100% B; 13–15 min, 0%–100% A. The injection volume for each sample was 10 μl. A high-resolution tandem mass spectrometer SYNAPT G2 XS QTOF (Waters) was used to detect metabolites eluted from the column. The Q-TOF was operated in both positive and negative ion modes. For positive ion mode, the capillary and sampling cone voltages were set at 2 kV and 40 V, respectively. For negative ion mode, the capillary and sampling cone voltages were set at 0.5 k V and 40 V, respectively. The MS data were acquired in Centroid MSE mode. The TOF mass range was from 50 to 1,200 Da, and the scan time was 0.2 s. For the MS/MS detection, all precursors were fragmented using 20–40 eV, and the scan time was 0.2 s. During the acquisition, the LE signal was acquired every 3 s to calibrate the mass accuracy. Furthermore, to evaluate the stability of the LC-MS during the whole acquisition, a quality control sample (pool of all samples) was acquired after every 10 samples.

All data were processed using Progenesis QI (version 2.2) (Waters) for LC-MS data preprocessing. The pathway analyses of metabolites were performed with KEGG database sources (http://www.genome.jp/kegg/) to help identify the pathways that were most significantly altered.

### Fiber quality measurement

Fiber qualities, including fiber length (mm), strength (cN/tex), and micronaire were assessed using 15 g fiber for each sample (Green & Culp, 1990) and the Uster HVI 1000 fiber tester (Uster Technologies, Uster, Switzerland). Fiber length was measured as the upper half mean length (mm), and fiber strength was measured using a scale.

### Statistical analyses

All statistical analyses were completed using SPSS 13.0 software (SPSS, Chicago, IL, USA). The data were evaluated using a one-way ANOVA. Data were expressed as the means ± standard errors. ‘a’, ‘b’, ‘c’ means with different letters are significantly different at *P* < 0.05. Significant differences between results were based on *P* < 0.05, *P* < 0.01, and *P* < 0.001.

## Results and Discussion

### Flavonoid biosynthetic pathway genes are enriched during naturally colored cotton fiber development

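RNA was sequenced from 6 lines of upland cotton (Gossypium hirsutum) at 0 d post-anthesis (DPA), when fiber cells start to grow out of the ovule surface, and at 12 DPA, when they elongate. The paper's methods state that ovules and fibers were collected at both ages, while its results on the transgenic lines and the submitters' labels speak of fibers. Whether the 0 DPA libraries hold ovule RNA is not given in the sources used here, so a change from 0 to 12 DPA can include a difference in tissue. The 3 wild-type lines bore brown (BCF), green (GCF) and white (WCF) fibers. The 3 transgenic lines, #5, #6 and #24, descended from a brown cotton plant that carried an RNAi construct against the chalcone isomerase gene GhCHI-1, and bore brown, dark green and white fibers. Each line gave 1 library per stage, so none of the 12 libraries had a replicate of the same line and stage. Libraries were made from polyadenylated RNA. The authors trimmed the reads, aligned them with TopHat to the genome of Gossypium raimondii, a diploid relative of upland cotton, and counted the reads of each gene with HTSeq. Upland cotton is a tetraploid, so those reads of both copies of a gene (homoeologs) that aligned were counted on 1 gene ID. Whether both copies aligned equally well was not checked. Table S1 of the paper gives 6581788 to 8251892 mapped reads per library at 0 DPA (median 7177048) and 6837262 to 10557341 at 12 DPA (median 7427930).
The authors' deposited table has no value per library. For each of 37500 genes it gives the mean of the normalized counts at 0 DPA and at 12 DPA, the ratio of the 2 means, a p-value and an adjusted p from the authors' DESeq. The names of the columns of stage means say RPKM. Nearly all means of up to 1 in the authors' deposited table were sums of the same 6 steps per stage, as counts divided by 6 size factors give and values divided by gene length do not. This gives 6 libraries behind each stage mean, as many as there were lines. Which libraries entered the comparison is not given in the sources used here, and the means do not separate brown, green and white fibers. The size factors recovered from these steps ran from 0.487 to 1.67 at 0 DPA and from 0.770 to 1.30 at 12 DPA. From them, the reads assigned to genes were estimated at 1482909 to 5075788 per library at 0 DPA and 3748760 to 6309376 at 12 DPA, and the stage means rest on these reads. The estimates take the normalized gene total of each library to equal the mean of its stage. This cannot be checked from stage means, so they are rough. Log2 fold changes of 12 over 0 DPA were computed from the stage means, and each gene was given its percentile among the 37500 genes at each stage. Percentiles and abundance refer to counts that are not divided by gene length. The normalized counts of all genes in the authors' deposited table summed to 3044867 at 0 DPA and 4870048 at 12 DPA. Scaling by these sums in place of the authors' size factors lowers every log2 fold change by 0.68, and under the size factors the median gene with a mean of at least 10 lay at -0.03. The spread between lines cannot be computed from stage means, so no test was run, and every p-value is the authors'. Each line gave 1 library per stage, so the replicates behind these p-values were lines that differ in color and background. The deposited columns are those of a comparison of 2 groups. Pairing of the libraries of a line in that test is not mentioned in the sources used here.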

The expression profiles of BCF, GCF, and WCF at 0 and 12 DPA were assessed with RNA-Seq. There were 12 RNA-Seq libraries, each with 10.9–17.6 million raw reads separately. The mapped reads in each library were around 6.5–10.5 million reads. 

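Genes for a profilin, an aquaporin, proline-rich proteins and proteins of the cell wall were among the 10 largest rises from 0 to 12 DPA of genes with a matched protein name. A profilin gene (Gorai.009G028500), whose product binds actin, went from a mean of 3.17 to 1763 normalized counts in the authors' deposited table, a log2 fold change of 9.12 (adjusted p = 9.65e-11, the authors' DESeq with Benjamini-Hochberg adjustment). The gene of an aquaporin gamma-TIP (Gorai.013G265400), a water channel of the vacuole membrane, went from 11.9 to 2605 normalized counts in the authors' deposited table (log2 fold change 7.77, adjusted p = 4.8e-51 by the same test). Of the cell wall genes, an arabinogalactan protein gene (Gorai.006G119900) went from 48.3 to 9488 normalized counts in the authors' deposited table, and the gene of an endo-xyloglucan transferase (Gorai.007G057400), which cuts and rejoins xyloglucan chains, from 21.7 to 4426. Their log2 fold changes were 7.62 and 7.67 (adjusted p = 3.87e-24 and 1.02e-26 in the authors' deposited table, authors' DESeq with Benjamini-Hochberg adjustment). The proline-rich protein genes PRP3 (Gorai.005G224900) and PRP5 (Gorai.009G184400) rose by 8.61 and 7.84 on the log2 scale, as computed from the authors' deposited table. A beta-galactosidase gene (Gorai.002G197100) went from 0.485 to 92.0 normalized counts in the authors' deposited table. Its 0 DPA mean lay under 1.03, the mean that 3 reads in the shallowest library would give, so the size of its rise and its place among the 10 rest on few reads. An auxin binding protein gene (Gorai.009G035800) reached 10132 normalized counts at 12 DPA in the authors' deposited table, from 36.5 at 0 DPA, and had the smallest adjusted p of these genes (3.32e-58, authors' DESeq with Benjamini-Hochberg adjustment). A cytochrome P450-like gene (Gorai.012G021600) and VDRG6 (Gorai.005G160800) completed these 10 genes, with log2 fold changes of 8.18 and 7.74 from the authors' deposited table (adjusted p = 1.55e-35 and 8.76e-04, authors' DESeq with Benjamini-Hochberg adjustment). The adjusted p of VDRG6 was the largest of the 10. Low means at 0 DPA, such as 1.66 for PRP3 and 2.56 for VDRG6, leave the size of those rises uncertain too.

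**Figure D1:**
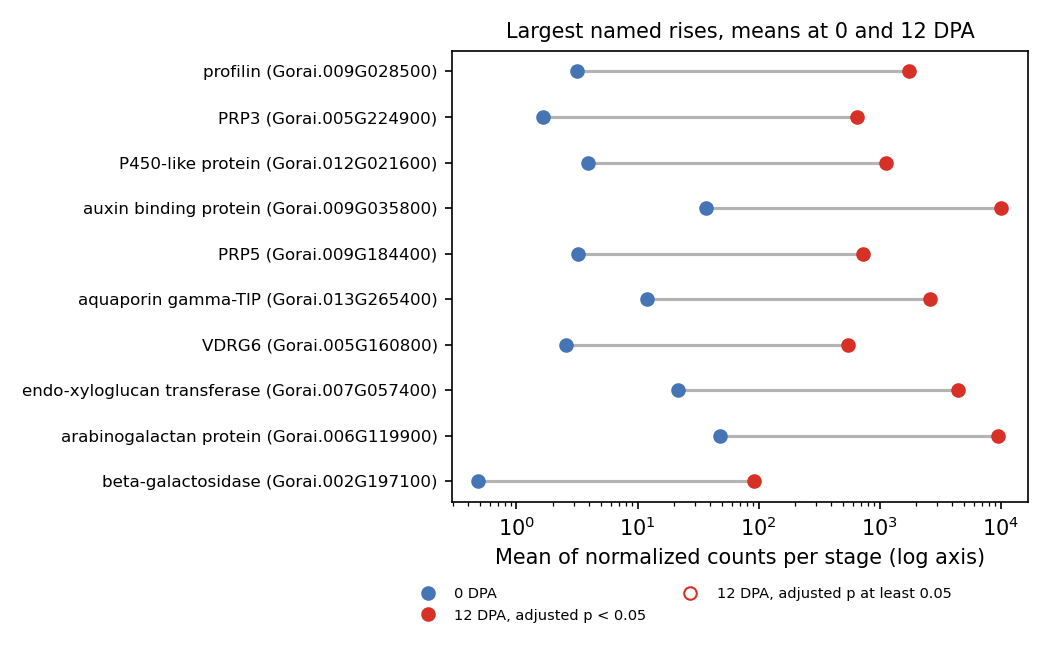
Mean normalized counts (log axis) of the 10 named genes with the largest rises, one gene per line, at 0 DPA (blue points) and 12 DPA (red points) in the authors' deposited table. Filled red points mark an adjusted p under 0.05, which each of the 10 genes has, and the auxin binding protein gene reaches the highest mean at 12 DPA. Each point is a stage mean without values per library, so no error bar can be drawn.

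In the authors' deposited table 33463 genes were tested, and 9141 of them (27.3%) had an adjusted p under 0.05 (authors' DESeq with Benjamini-Hochberg adjustment). Of these differentially expressed genes, 5192 were higher and 3949 lower at 12 DPA in the authors' deposited table. Rises of at least 2-fold numbered 4920 and falls 3756, and rises of at least 8-fold numbered 1416 against 425 falls, counted in the authors' deposited table. Among the differentially expressed genes, 151 were listed at 0 at 0 DPA and 42 at 12 DPA in the authors' deposited table. When the authors' p-values were adjusted over the 14145 genes with a mean of at least 50 alone, 6080 genes passed, 3719 higher and 2361 lower at 12 DPA. Names came from cotton records that Tables S4 to S7 pair with gene IDs, in the first 1997 of 13384 rows of Tables S4 and S5, the first 1997 of 6935 rows of Table S6 and the first 1998 of 6936 rows of Table S7, which list mostly genes higher at 12 DPA, and no fall among them had both a protein name and the minimum mean set for named genes.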

The genes with adjusted *p*-value less than 0.05 from DESeq were considered as differentially-expressed genes (refer to the ‘Materials and Methods’ section, and Table S1). 

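Of 19 genes of the phenylpropanoid pathway, which supplies both lignin precursors and flavonoids, 10 were paired with gene IDs. All 10 had a higher mean at 12 DPA, and 8 of them passed the authors' DESeq test at an adjusted p under 0.05. Of the 11 gene IDs of the 10 genes, with 3GT at a pair of them, 9 rose and 0 fell in the authors' deposited table at an adjusted p under 0.05 (authors' DESeq with Benjamini-Hochberg adjustment). The other 2 did not pass. Adjusted over the list alone, 10 passed. The IDs come from the part of Tables S4 to S7 used here, which lists mostly genes that rose in the same libraries, so these counts are not independent evidence of direction. An adjustment over a list selected in this way does not bound the share of false calls, so no call is drawn from it. DFR (Gorai.009G200600), the dihydroflavonol reductase on the way to anthocyanidins and proanthocyanidins, went from 1775 to 11689 normalized counts in the authors' deposited table, a log2 fold change of 2.72 (adjusted p = 1.45e-04, authors' DESeq). CHS2 (Gorai.005G035100), a chalcone synthase, which makes the first flavonoid intermediate, went from 1283 to 7212 normalized counts in the authors' deposited table (log2 fold change 2.49, adjusted p = 5.79e-04 by the same test). CHI-1 (Gorai.013G023400), the chalcone isomerase that acts next, went from 738 to 2423 in the authors' deposited table (log2 fold change 1.72, adjusted p = 4.23e-05, authors' DESeq). The RNAi construct of the transgenic lines carried a part of the coding region of this gene. The stage means do not separate these lines from wild-type ones, and any construct reads counted on CHI-1 cannot be told apart. F3'5'H (Gorai.001G134900), the flavonoid 3',5'-hydroxylase, had 2616 normalized counts at 0 DPA and 8447 at 12 DPA in the authors' deposited table, a log2 fold change of 1.69 that missed the threshold (adjusted p = 0.0690, authors' DESeq). Adjusted over the list alone its p was 0.0227 (Benjamini-Hochberg), which is not taken as a pass because the list was selected for rises. PAL (Gorai.007G373600), phenylalanine ammonia-lyase at the head of the pathway, had 56.6 and 110 normalized counts in the authors' deposited table, with an adjusted p of 0.168 (authors' DESeq) and of 0.0646 over the list alone.

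**Figure D2:**
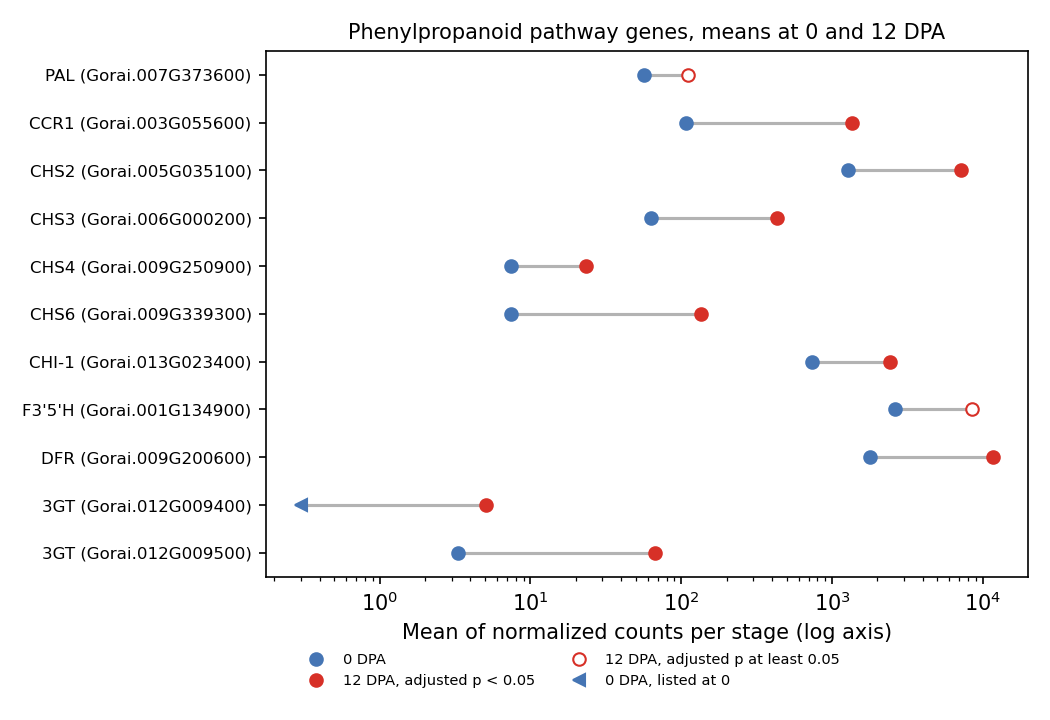
Mean normalized counts (log axis) of the 11 gene IDs of phenylpropanoid pathway genes, one ID per line, at 0 DPA (blue points) and 12 DPA (red points) in the authors' deposited table. Filled red points mark an adjusted p under 0.05 and open ones (PAL and F3'5'H) a larger p, and the arrow marks a 3GT gene listed at 0 at 0 DPA. Each point is a stage mean without values per library, so no error bar can be drawn.

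The 19 genes were those of Table S2, and 9 of them (C4H, HCT, CCoAOMT1, CCoAOMT2, CHS1, CHS5, CHS7, CHI-2 and F3'H) were not analysed here. Chalcone synthase genes form a family of similar sequences. Reads that align to several of them fall under HTSeq's entry for alignments that are not unique, so the means of these genes may be too low.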

Some genes involved in pigment synthesis were identified (Figs. 1A and 1B). In total, 13 and 9 genes associated with the phenylpropanoid (metabolic) pathway were up-regulated during pigment synthesis according to differential expression analyses in BCF and GCF, respectively (Fig. 1C). The expression levels were validated using qRT-PCR, which generated results that were consistent with the transcriptomics data (Fig. S1 and Table S2). The overall gene expression patterns were similar between GCF and WCF.

**Figure 1:**
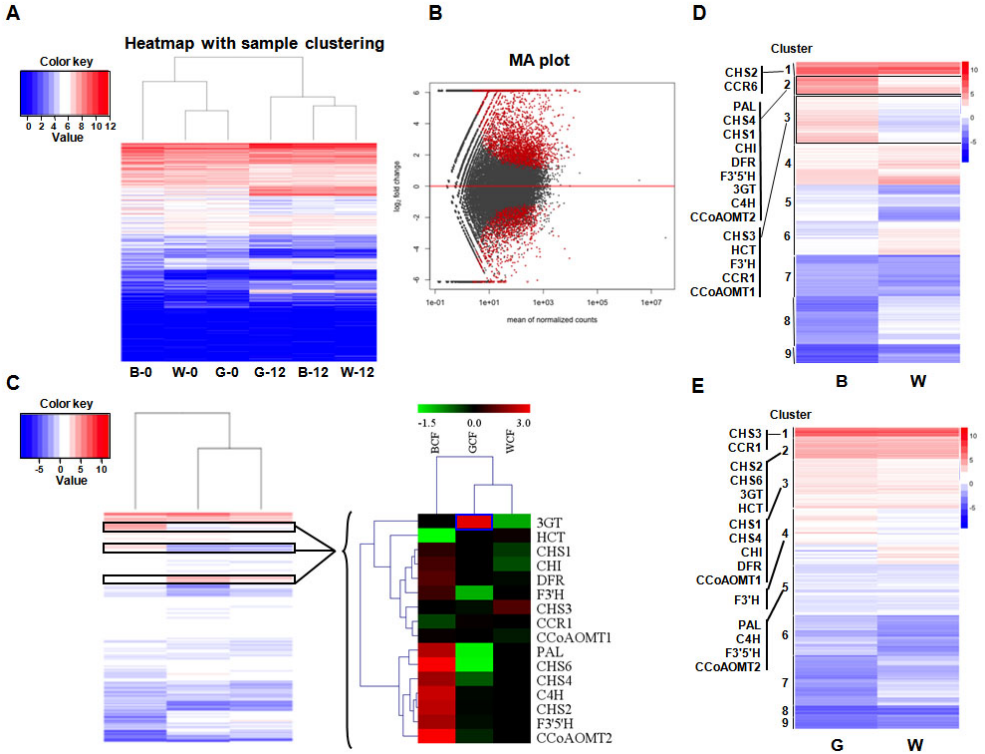
Transcriptome analysis of brown, green, and white fibers at 0 and 12 DPA. (A) Heatmap with sample clustering showing relative gene expression in six samples. B, brown cotton fiber; W, white cotton fiber; G, green cotton fiber; 0, 0 DPA; 12, 12 DPA. Relative expression levels are presented using a color scale ranging from saturated blue for log ratios ≤0, to saturated red for log ratios ≥12. Each gene is represented by a row of colored boxes. (B) MA plot visualization of the differentially expressed genes. DESeq2 comparisons are presented in the MA plots. We compared brown, green, and white fiber transcripts that were differentially expressed between 0 and 12 DPA. A *q*-value <0.1 was selected as the cutoff. Each dot represents a gene. Red dots represent significantly differentially expressed genes. (C) Hierarchical clustering analysis of the expression patterns of anthocyanin genes in brown, green, and white fibers. Relative expression levels are log_10_-transformed and presented using a color scale ranging from saturated blue for log ratios ≤−1.5, to saturated red for log ratios ≥3.0. Each gene is represented by a row of colored boxes. (D) Clustering of the transcripts that are differentially expressed in brown and white fibers between 0 and 12 DPA. Phenylpropanoid (metabolic) pathway genes were grouped into three clusters. (E) Clustering of the transcripts that were differentially expressed in green and white fibers between 0 and 12 DPA. Phenylpropanoid (metabolic) pathway genes were grouped into five clusters.

The expression levels of two key lignin biosynthesis enzymes in the phenylpropanoid (metabolic) pathway, *HCT* and *CCR*, were low in BCF. In contrast, the *3GT* gene was highly expressed in GCF. Genes related to the flavonoid metabolic pathway (Fig. S2 and Table S3), including *CHS* (*CHS1*; *CHS2*; *CHS4* and *CHS6*), *CHI*, *F*3′*H*, *F*3′5′*H*, *DFR*, and *3GT* were more highly expressed in BCF than in WCF (Fig. 1C).

In total, 16 genes belonging to the phenylpropanoid (metabolic) pathway that were differentially expressed in BCF and WCF were divided into Clusters 1, 2, or 3 (Fig. 1D and Table S4). 

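The chalcone synthase genes CHS6 and CHS4 were higher at 12 DPA than at 0 DPA. CHS6 (Gorai.009G339300) went from 7.41 to 136 normalized counts in the authors' deposited table, a log2 fold change of 4.20 (adjusted p = 0.00147, authors' DESeq with Benjamini-Hochberg adjustment), and moved from percentile 40.9 to percentile 82.2 among all genes. CHS4 (Gorai.009G250900) started at a like level, 7.43 normalized counts, and reached 23.4 at 12 DPA in the authors' deposited table (log2 fold change 1.65, adjusted p = 0.0238 by the same test). CHS2, CHI-1, F3'5'H and DFR were abundant at both stages, at or above percentile 98.8 of all genes at 0 DPA by the means of the authors' deposited table. Table S4 gives the paper's log2 fold changes of 12 over 0 DPA in each line. For CHS6 the paper's values are 5.87 in BCF and 2.89 in WCF, for CHS2 3.98 and 1.72, and for CHS4 4.01 and 2.14. CHI-1 has 2.35 in BCF and 1.08 in WCF, F3'5'H 2.65 and 0.69, and DFR 2.22 and 1.14, all the paper's values. Each of the 7 gene IDs of the pathway in the part of Table S4 used here, 3GT included, has a larger value in BCF than in WCF, as do 1710 of all 1996 genes in that part. The paper's values rest on 1 library per line and stage and the deposited means do not separate the lines, so the difference between BCF and WCF was not tested.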

A comparison between GCF and WCF indicated that the phenylpropanoid (metabolic) pathway genes were divided into five clusters (Fig. 1E and Table S5).

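CCR1 (Gorai.003G055600), a cinnamoyl-CoA reductase that leads into lignin synthesis, and CHS3 (Gorai.006G000200), a chalcone synthase, rose from 0 to 12 DPA. CCR1 went from 107 to 1356 normalized counts in the authors' deposited table, a log2 fold change of 3.66 (adjusted p = 5.71e-13, authors' DESeq with Benjamini-Hochberg adjustment). CHS3 went from 63.4 to 429 normalized counts in the authors' deposited table (log2 fold change 2.76, adjusted p = 3.69e-06 by the same test). By these means CCR1 moved from percentile 78.5 to 98.6 and CHS3 from percentile 67.9 to 94.4 among all genes of the authors' deposited table. The paper's log2 fold changes of CCR1 in Table S5 are 3.88 in GCF and 3.79 in WCF, and those of CHS3 are 2.63 in GCF and 3.67 in WCF. In the part of Table S5 used here, 3 gene IDs of the pathway have values, and the paper's value is larger in GCF than in WCF for 1 of them and for 1249 of all 1996 genes. With 1 library per line and stage these differences had no replicate check, and the deposited means do not separate GCF from WCF.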

### RNAi-mediated inhibition of *GhCHI* in a BCF line resulted in three fiber phenotypes

Whether the flavonoid biosynthetic pathway is responsible for the synthesis of brown pigment was examined by conducting RNAi experiments involving *CHI*, which is the second key gene in this pathway. Whether interfering with key flavonoid pathway genes could affect synthetic fiber pigment development. There are two *GhCHI* genes in upland cotton, *GhCHI-1* (gi|121755800|) and *GhCHI-2* (gi|295687228|), which are 29.26% identical at the amino acid level and 37.53% identical at the nucleic acid level (Fig. S3). They were expressed more highly at 12 DPA than at 0 DPA in BCF (Fig. 2A). A 224-bp fragment from the *GhCHI-1* gene’s coding region was inserted into the RNAi plant expression vector pANDA-35SHK to generate pANDA-*GhCHI-1* (Fig. 2B). Approximately 3,000 brown cotton plant (‘Zong 1282’; BCF) flowers were completed by using *Agrobacterium*-mediated transformation. Fibers of the original cotton cultivars did not undergo color changes, and they continued to grow after the harvest. We isolated four *T*_1_transgenic plants (transgenic cotton #1–4) from ∼3,000 originally transformed bolls, in which the fibers changed from brown to nearly white (Fig. 3A). These transgenic plants were analyzed by PCR amplifying the *NPTII* and *HPT* genes (Fig. 4A and Fig. S4). Southern blot analysis of T_1_ transgenic cotton #1 using an *NPTII*-specific probe confirmed the presence of three copies of the gene (Fig. 4B).

**Figure 2:**
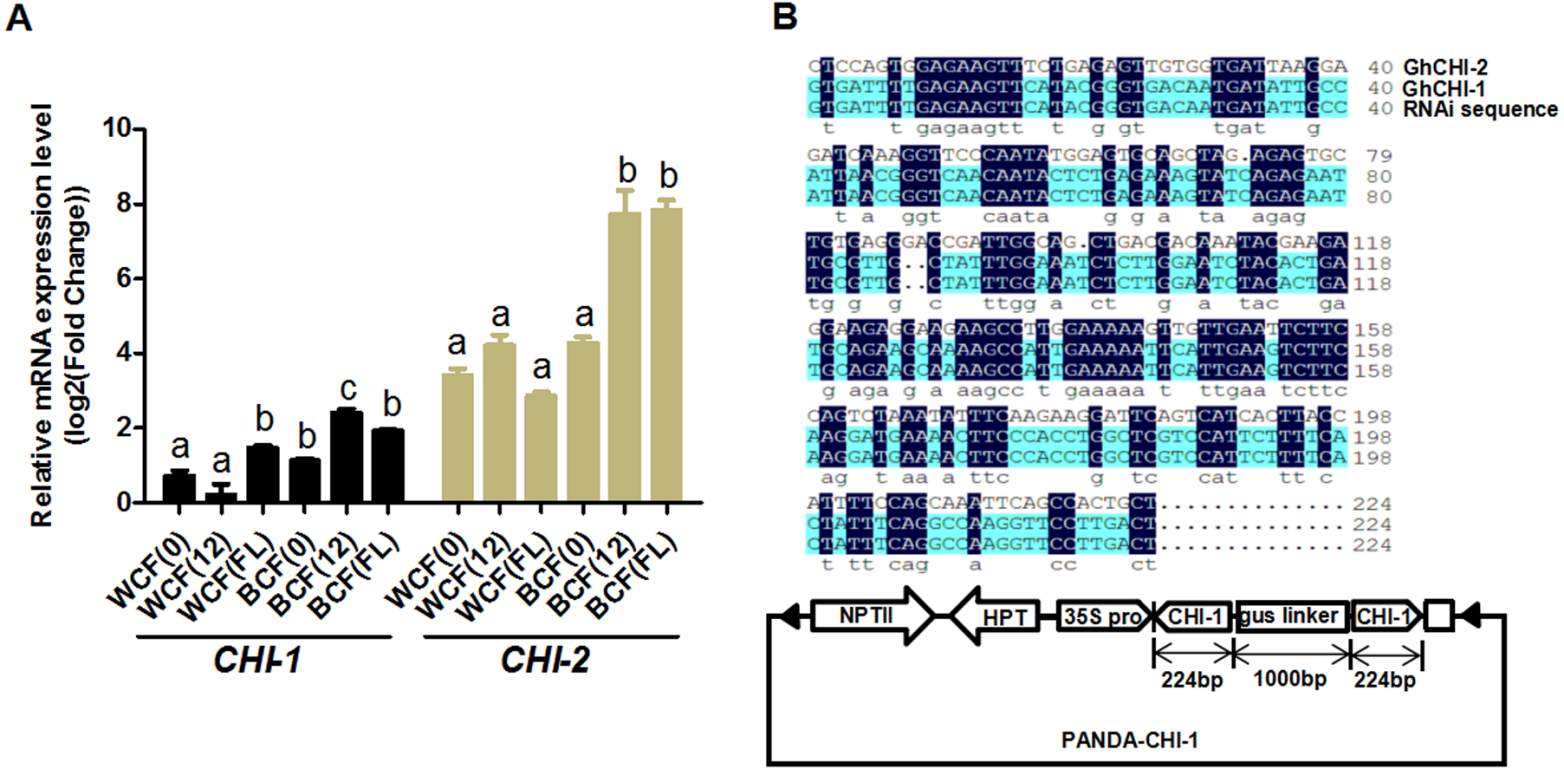
Analysis of *GhCHI-1* and *GhCHI-2* gene expression in brown cotton. (A) Expression analysis of * GhCHI-1* and *GhCHI-2* in brown cotton. 0, 0 DPA; 12, 12 DPA; FL, flower. Results are expressed as the means ± standard errors (*n* = 3). (B) Comparison of DNA sequences of *GhCHI-1*, *GhCHI-2*, and RNAi expression vector. The 224-bp *GhCHI-1* coding region was inserted into pANDA-35SHK to generate pANDA- *GhCHI-1*.

**Figure 3:**
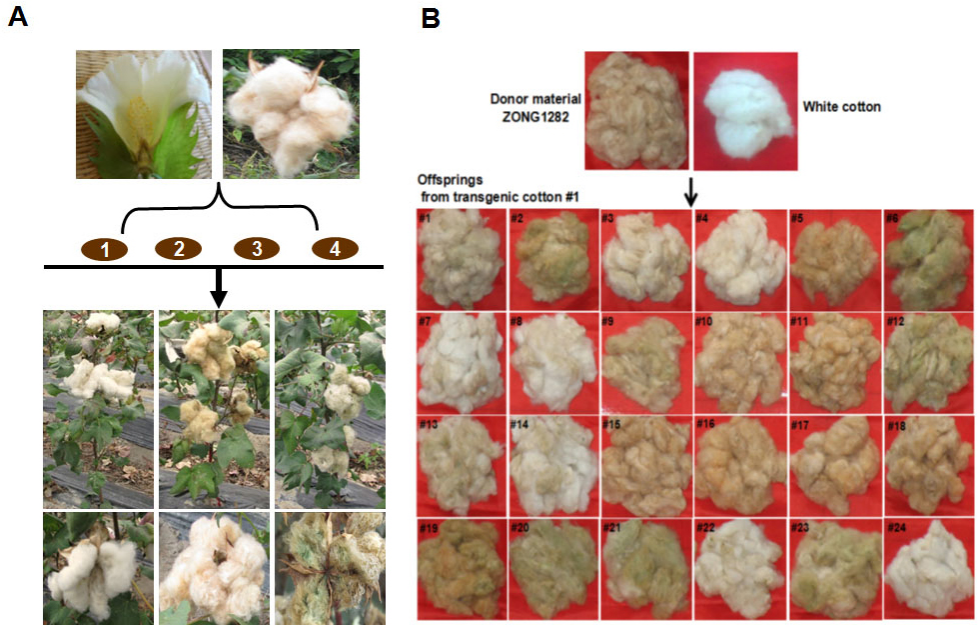
*Agrobacterium*-mediated transformation of brown cotton for RNAi-mediated inhibition of *GhCHI*. (A) *Agrobacterium*-mediated transformation of brown cotton (‘Zong 1282’). There were three main fiber color phenotypes in the *T*_1_ progeny of transgenic cotton. (B) Fiber color phenotypic analysis of 24 transgenic cotton #1 *T*_1_ progeny. Photo credit: Hai-Feng Liu.

**Figure 4:**
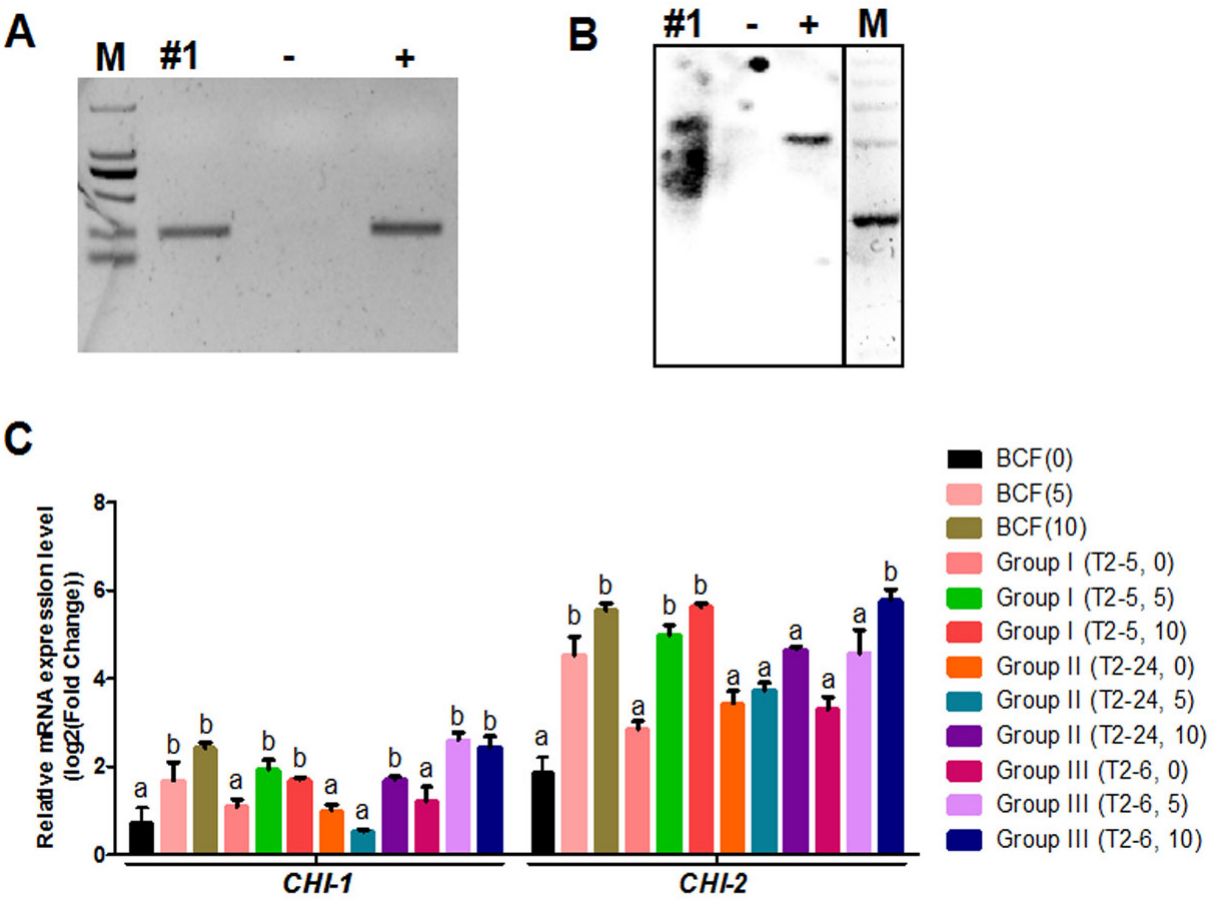
Identification of transgenic cotton and analysis of *GhCHI-1* and *GhCHI-2* gene expression. (A and B) PCR and Southern blot analysis of transgenic cotton #1 using primers specific for *NPTII*. M, DNA marker; +, pANDA vector positive control; −, non-transgenic cotton DNA negative control. (C) *GhCHI-1* and *GhCHI-2* expression analyses in *T*_1_ progeny of transgenic cotton #1. Results are expressed as the means ± standard errors (*n* = 3). ‘a’, ‘b’ , ‘c’ means with different letters are significantly different at *P* < 0.05 .

The three main fiber color phenotypes were observed in the T_1_ progeny (24 plants) of transgenic cotton #1 (cotton #2–4 expressed the same phenotype; Fig. S5) The T_1_ progeny plants were analyzed by PCR amplifying the *NPTII* gene (Fig. S6) and were categorized into three groups: Group I, unchanged BCF (T2–5, –10, –11, –15, –16, –17, –18, and –19); Group II, nearly WCF (T2–1, –3, –4, –7, –8, –13, –14, –22, and –24); and Group III, dark GCF (T2–2, –6, –9, –12, –20, –21, and –23) (Fig. 3B).

Expression analyses of 0-, 5-, and 10-DPA fibers from the transgenic plants of Groups I (T2–5), II (T2–24), and III (T2–6) revealed that *GhCHI-1* was suppressed in Group II at 5- and 10-DPA, but it was only significantly reduced at 10-DPA in Group I. At 5-DPA, the *GhCHI-1* expression level in Group I and Group III plants was higher than that in Group II plants. Additionally, the *GhCHI-1* expression level in Group I and Group III plants decreased from 5- to 10-DPA, but the *GhCHI-2* expression level was not affected. Only at 10-DPA was the *GhCHI-2* expression level in Group II plants was lower than in the BCF plants (Fig. 4C). However, *GhCHI-1* and *GhCHI-2* represent two copies of the *GhCHI* gene, with *GhCHI-2* being functionally redundant.

### Formation of green and brown pigments is controlled by the flavonoid biosynthetic pathway

The differences in flavonoid biosynthesis existed were examined in the progeny of the transgenic plants in Groups I–III. The transcriptomes of fibers at 0- and 12-DPA were compared among Groups I (T2–5), II (T2–24), and III (T2–6) (Fig. 5A). The results were consistent with those described earlier. The differentially expressed GCF and WCF genes were clustered together. Seven differentially expressed genes were part of the phenylpropanoid (metabolic) pathway, including five genes involved in the flavonoid biosynthetic pathway. The level of gene expression in the flavonoid pathway was suppressed in the RNAi plants compared with the wild-type plants (Fig. 1C). *Gh3GT* was also still highly expressed in Group III (T2–6) *GhCHI-1* RNAi plants with green fibers (Fig. 5B and Tables S6 and S7).

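3GT, the flavonoid 3-O-glucosyltransferase that adds glucose to flavonoids, was found at 2 neighboring gene IDs, and both were higher at 12 DPA. Gorai.012G009500 went from 3.29 to 67.4 normalized counts in the authors' deposited table, a log2 fold change of 4.36 (adjusted p = 2.66e-11, authors' DESeq with Benjamini-Hochberg adjustment). Gorai.012G009400 was listed at 0 at 0 DPA and reached 5.04 normalized counts at 12 DPA in the authors' deposited table (adjusted p = 0.00123 by the same test). This was at least 4.91-fold higher than a floor of 1.03, the mean that 3 reads in the shallowest 0 DPA library would give. At 12 DPA the first 3GT gene lay at percentile 69.8 and the second at percentile 37.9 among all genes, by the means of the authors' deposited table. The paper's log2 fold changes of the first 3GT gene in Tables S6 and S7 are 4.93 in #6 (green), 3.95 in #5 (brown) and 2.86 in #24 (white). In the wild-type lines the paper's values of this gene in Tables S4 and S5 are 5.73 in BCF (brown), 5.17 in WCF (white) and 4.47 in GCF (green). For the second 3GT gene the paper's values are 4.16 in #6 and 4.39 in #24. A mean of 0 at 0 DPA gives no finite ratio, so these values cannot rest on the deposited counts alone. How they were obtained is not given in the sources used here. CHS6 has the paper's values of 5.15 in #6, 5.45 in #5 and 3.74 in #24, CHS3 4.54 in #5 and 1.62 in #24, and PAL 2.46 in #5 and -0.31 in #24. Each of the 5 gene IDs of the pathway in the part of Table S6 used here has a larger value in #5 than in #24, as do 1575 of all 1996 genes in that part. CCR1 has the paper's values of 3.81 in #6, 3.66 in #5 and 3.25 in #24. In the part of Table S7 used here, 3 of the 4 gene IDs of the pathway (all but the second 3GT gene) and 1645 of all 1997 genes have a larger value in #6 than in #24. The tables give the change between stages, not the level at 12 DPA, and each line had 1 library per stage, so differences between lines were not tested. Reads that align to both neighboring 3GT genes would be left out as not unique, so the means of these genes may be too low.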

**Figure 5:**
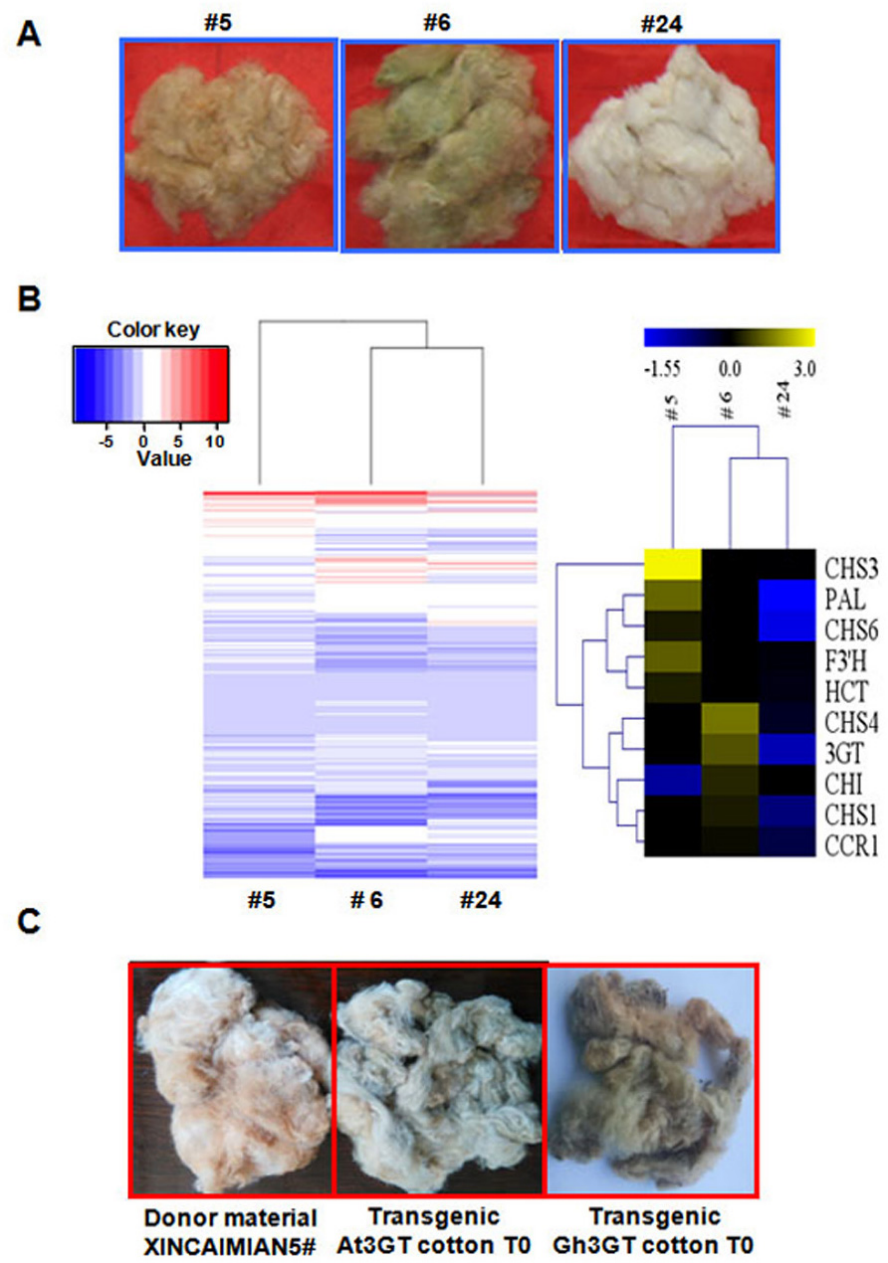
Transcriptome analysis of *T*_1_ progenies (#5, #6, and #24) originated from T0 transgenic cotton plant #1. (A) Three main fiber color phenotypes (#5, #6, and #24 corresponding to brown, dark green, and white, respectively). (B) Hierarchical clustering analysis of the expression patterns of anthocyanin genes in samples #5, #6, and #24. Relative expression levels were *lg*-transformed and presented using a color scale ranging from saturated blue for log ratios ≤−1.55, to saturated red for log ratios ≥3.0. Each gene is represented by a row of colored boxes. (C) Fiber color phenotypes of transgenic offspring overexpressing *Gh 3GT* and *At3GT*. The transgene was originated from ‘Xincaimian 5’ cotton. Photo credit: Hai-Feng Liu.

Because *Gh3GT* is highly expressed in GCF, whether *Gh3GT* regulates pigment formation in GCF was examined. Two vectors were used to independently overexpress *Gh3GT* and *At3GT* (At5g17050) in ‘Xincaimian 5’ cotton (dark BCF). The overexpression of the *Gh3GT* gene resulted in GCF (Fig. 5C). The seedlings of the T1 generation of these transgenic plants were analyzed by PCR, amplifying the *NPTII* and (or) *HPT* genes (Fig. S4). The synthesis of the green pigment may result from the flavonoid biosynthetic pathway involving the 3GT enzyme. Subsequently, the BCF and GCF phenotypes, which are controlled by the flavonoid biosynthetic pathway, were confirmed using metabolomics to analyze BCF, GCF, and WCF (Table S8).

### Fiber quality correlated negatively with pigmentation in naturally colored cotton

Fiber quality and pigment color appear to be negatively correlated in naturally colored cotton (Upland cotton background) (Hua et al., 2007; Tan et al., 2013; Tu et al., 2014; Gong et al., 2014). For example, characteristics such as fiber length, micronaire, and fiber strength were lower in wild-type BCF and GCF than in WCF (Figs. 6A–6C). Fiber length and strength decreased as the intensity of the brown pigment increased. In wild-type green cotton, only the fiber strength decreased as the color darkened. The wild-type GCF was clearly shorter and weaker than the BCF in lightly colored cotton. The GCF was also considerably weaker than the intensely colored BCF (Figs. 6D–6F). An examination of the fiber quality of *GhCHI* transgenic offspring revealed that the fiber strength and micronaire of dark green fiber (T2–2 and –6) were the lowest in the same genetic background (Fig. 6G and 6H). Only BCF offspring had shorter fiber lengths than those of the parental genotype and dark green offspring (Fig. 6I).

**Figure 6:**
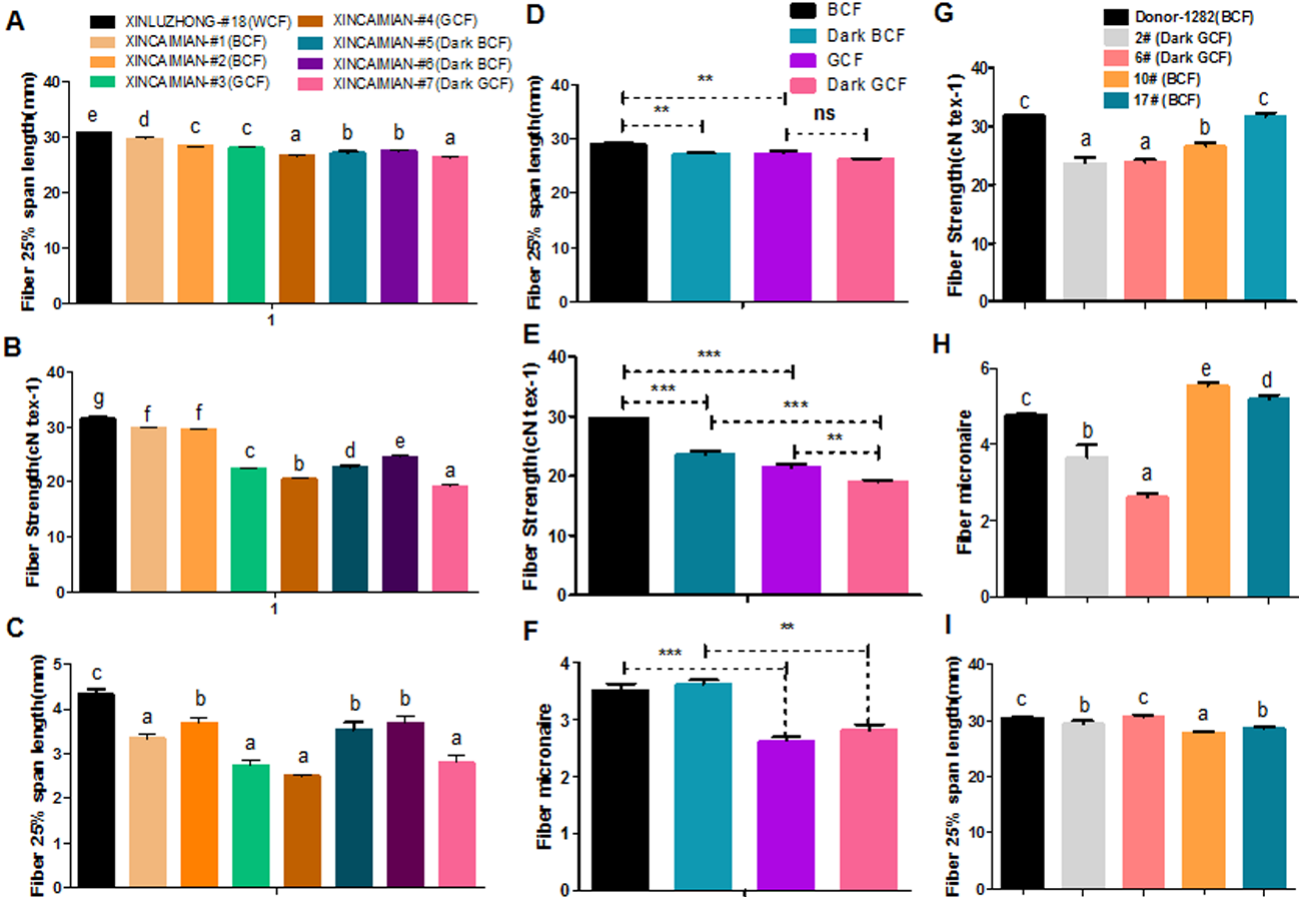
Correlation analysis of fiber color and quality. (A–C) Fiber quality comparison between naturally colored cotton and white cotton. ‘Xinluzhong’ sample #18: WCF. ‘Xincaimian’ samples #1, #2, #5, and #6: BCF. ‘Xincaimian’ samples #3 and #4: GCF. Results are expressed as the means ± standard errors (*n* = 3). (D–F) Fiber quality comparison between GCF and BCF. Results are expressed as the means ± standard errors (*n* = 3). (G–I) Fiber quality comparison among transgenic cotton #1 *T*_1_ progenies . Results are expressed as the means ± standard errors (#2; *n* = 8) and (#6; *n* = 13): dark green fiber; (#10; *n* = 36) and (#17; *n* = 28): brown fiber; (Donor material ‘Zong 1282’; *n* = 47): brown fiber. (G) Fiber strength. (H) Fiber micronaire. (I) Fiber 25% span length. ‘a’, ‘b’, ‘c’ means with different letters are significantly different at *P* < 0.05. Means of three replicates ± SE, *, ** , ***-significant differences at *P* ≤ 0.05, 0.01 and 0.001 respectively.

Transcriptome and metabolome analyses revealed that flavonoid biosynthesis pathway genes were enriched during pigment synthesis. 

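The flavonoid genes that had a gene ID held a larger part of the normalized counts at 12 DPA than at 0 DPA. The normalized counts of 9 gene IDs of CHS, CHI-1, F3'5'H, DFR and 3GT summed to 6493 at 0 DPA and 30432 at 12 DPA in the authors' deposited table, which was 4.69-fold higher, or 2.93-fold higher when each stage was scaled by its gene total. DFR, F3'5'H (which did not pass the test) and CHS2 held 87.4% of this sum at 0 DPA and 89.9% at 12 DPA, and the other 6 IDs summed to 819.6 and 3084 normalized counts in the authors' deposited table, 3.76-fold higher. The sums of all 9 were 0.21% and 0.62% of the normalized counts of all genes in the authors' deposited table. Of the 9 gene IDs, 8 had an adjusted p under 0.05 in the authors' deposited table (authors' DESeq with Benjamini-Hochberg adjustment). CHS2, CHI-1, F3'5'H and DFR were already among the 10% most abundant genes of the authors' deposited table at 0 DPA, and with CHS3 5 of the 9 IDs were at 12 DPA. Another chalcone synthase gene (Gorai.011G161300), matched to a record named chalcone synthase 1 and chosen after its values were seen, went from 1134 to 5318 normalized counts in the authors' deposited table (log2 fold change 2.23, adjusted p = 0.0276, authors' DESeq with Benjamini-Hochberg adjustment). The IDs come from the part of Tables S4 to S7 used here, which lists mostly rises in the same libraries, and 5 flavonoid genes (CHS1, CHS5, CHS7, CHI-2 and F3'H) were not analysed here. The sums are thus not independent evidence of direction, and no enrichment was computed. The means do not separate white fibers from colored ones, or wild-type lines from the RNAi lines, whose construct targets CHI-1. From the transcriptome and metabolome results, the color of the GhCHI-1 RNAi offspring and the green fibers of plants that overexpressed 3GT, the paper concludes that the flavonoid pathway is responsible for brown and green fiber.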

Silencing the *GhCHI-1* gene in a BCF line resulted in three fiber phenotypes, including GCF, among the RNAi lines’ offspring. Additionally, the overexpression of *Gh3GT* and *At3GT* genes demonstrated that the BCF turned green. Thus, the flavonoid biosynthetic pathway is responsible for BCF and GCF formation.

The GCF can be produced by interfering with the expression of *GhCHI-1*. Blocking the flavonoid biosynthetic pathway resulted in more substrates for the lignin biosynthetic pathway (Fig. S2). Because of the influence of transgene insertion sites, owing to regulation by epigenetic mechanisms, different gene suppression effects can be produced at different times.

Results from a previous study indicated that a defective *CHI* gene in the primary leaves of barley flavonoid mutants led to the accumulation of chalcone isosalipurposide (Reuber et al., 1997). Isosalipurposide synthesis likely influences the GCF phenotype (Fig. S2). The genomic sequence of the tetrahydroxychalcone 2′-glucosyltransferase gene is currently unknown. A multiple sequence alignment involving its (gi|156138818|) encoded amino acid sequence revealed a 56% identity to two *3GT* genes (Si3GT2L, gi|747104433| and Ns3GT2L, gi|698497982|). It also contained a sequence that was highly similar to the C-terminal region of *At3GT*, which encodes a fragment having an important glycosyltransferase activity ( Fig. S7). The relationship between isosalipurposide and green pigments in cotton fibers should be investigated. In naturally colored cotton, as the color darkened, the fiber quality decreased. Among all transgenic offspring, the quality of GCF was the lowest. As mentioned previously, wild-type GCF is of poorer quality (in terms of strength, length, and micronaire) than most conventional cottons. This may be related to the decreased *CHI* expression level at early stages, which affects fatty acid metabolism (Ngaki et al., 2012) and influences fiber quality.

Mostly WCF lines are the most important domesticated naturally colored cotton genotypes (Wendel, Flagel & Adams, 2012)*.* Lengthy domestication and directional selection processes resulted in long, strong, and fine white *G. hirsutum* fibers, as well as a high lint fiber yield per acre, and other economically important morphological traits.

The five stages of cotton fiber development consist of fiber initiation (0–3 DPA), primary cell wall synthesis and elongation (3–15 DPA), transition to secondary cell wall growth (15–20 DPA), secondary cell wall biosynthesis (20–40 DPA), and fiber maturation (40–50 DPA) (Haigler et al., 2012). Compared with domesticated cotton fiber, fibers of wild cotton species undergo a short primary cell wall synthesis and elongation stage (Applequist, Cronn & Wendel, 2001; Hovav et al., 2008; Hu et al., 2013). Transcriptome profiles confirmed this difference in fiber development of improved *vs*. wild cotton species (Yoo & Wendel, 2014). During the pigment formation stage, the flavonoid biosynthetic pathway is very active. This period is also critical for fiber elongation, and the products of the flavonoid biosynthetic pathway along with the combined activities of the auxin inhibitor naphthylphthalamic acid receptors and PIN-FORMED proteins may affect auxin transport (Jacobs & Rubery, 1988; Faulkner & Rubery, 1992; Mathesius et al., 1998; Murphy, Peer & Taiz, 2000; Peer et al., 2004). Therefore, the specific mechanisms affecting cotton development require further study.

It is unclear whether the flavonoid metabolic pathway beneficial effected cotton fiber development during the domestication process. It is possible that in addition to altering fiber color, fiber quality may be improved by regulating the timing of the expression of key flavonoid biosynthetic pathway genes.

Our research indicates that the formation of brown pigments in cotton fibers is controlled by the flavonoid biosynthetic pathway, and the formation of green pigments in cotton fibers may be controlled by the same pathway because the overexpression of *Gh3GT* and *At3GT* in BCF plants resulted in GCF. However, further research involving the transgenic offspring is required to identify flavonoid biosynthetic pathway genes that affect green pigment formation along with *Gh3GT*. Additionally, more comprehensive investigations of the relationships between flavonoid metabolism and fiber development are warranted.

## Conclusions

Taken these results together, our results indicate that the flavonoid biosynthetic pathway controls both brown and green pigmentation processes. Like natural colored fibers, the transgenic colored fibers were weaker and shorter than WCF. This study shows the potential of flavonoid pathway modifications to alter cotton fibers’ color and quality.

##  Supplemental Information

10.7717/peerj.4537/supp-1 Supplemental Information 1 Hierarchical clustering and quantitative real-time PCR validation of RNA-seq results. Phenylpropanoid pathway and genes involved in the biosynthetic pathways The differentially expressed anthocyanin genes were clustered using hierarchical clustering with Euclidean distance with complete linkage. The relative expression levels of these genes verified by quantitative real-time PCR were log2-transformed and presented using a color scale ranging from saturated blue for log ratios ≤ −1.5, to saturated red for log ratios ≥ 3.0. Each gene is represented by a row of colored boxes. The phenylpropanoid pathway includes the flavonoid/anthocyanin biosynthetic pathway (metabolites surrounded by a red box) and the lignin biosynthetic pathway (metabolites surrounded by a green box). PAL, phenylpropanoid (metabolic) pathway ; CHS, chalcone synthase; CHI, chalcone isomerase; THC2′GT, tetrahydroxychalcone- 2′-glucosyltransferase; F3H, flavanone 3-hydroxylase; F3′H, flavonoid 3′-hydroxylase; *F*3′5′H, flavonoid 3′, 5′-hydroxylase; DFR, dihydroflavonol 4-reductase; ANS, anthocyanidin synthase; 3GT, UDP-glucose:flavonoid-3-*O*-glucosyltransferase; 5GT, UDP-glucose:flavonoid-5-*O*-glucosyltransferase; MT, anthocyanin *O*-methyltransferase; AT, anthocyanin acyltransferase; CCR, cinnamoyl-CoA reductase; CAD, cinnamyl alcohol dehydrogenase; HCT, hydroxycinnamoyl CoA shikimate/quinate hydroxycinnamoyl transferase; CCoAOMT , caffeoyl-CoA *O*-methyltransferase .

10.7717/peerj.4537/supp-2 Table S1 The statistics of the 12 (samples: BCF, GCF, and WCF, numbered 5, 6, and 24, respectively at two time points, 0 and 12 DPA) library reads BCF, GCF, and WCF belong to wild type; numbered 5, 6, and 24 belong to transgenic type. There are two time points, 0 and 12 DPA.

10.7717/peerj.4537/supp-3 Table S2 List of real-time PCR primers in this study It mainly includes gene accession number, primer name, primer sequence, and the PCR product size.

10.7717/peerj.4537/supp-4 Table S3 Genes related to the phenylpropanoid (metabolic) pathway It mainly lists genes in the flavonoid metabolic pathway, including accession number and gene name.

10.7717/peerj.4537/supp-5 Table S4 Significantly differentially expressed genes (BCF and WCF) A comparison between BCF and WCF indicated that the significantly differentially expression genes were divided into nine clusters.

10.7717/peerj.4537/supp-6 Table S5 Significantly differentially expressed genes (GCF and WCF) A comparison between GCF and WCF indicated that the significantly differentially expression genes were divided into nine clusters.

10.7717/peerj.4537/supp-7 Table S6 Significantly differentially expressed genes (#5 and #24) A comparison between #5 and #24 indicated that the significantly differentially expression genes were divided into nine clusters.

10.7717/peerj.4537/supp-8 Table S7 Significantly differentially expressed genes (#6 and #24) A comparison between #6 and #24 indicated that the significantly differentially expression genes were divided into nine clusters.

10.7717/peerj.4537/supp-9 Table S8 List of pathways for significantly differentially metabolites The metabolomics of cotton fiber were analyzed by using the Q-TOF, and it was operated in both positive and negative ion modes. The pathway analyses of metabolites were performed with KEGG database sources to help identify the pathways that were most significantly altered.

## Additional Information and Declarations

### Data Availability

The following information was supplied regarding data availability: All sequencing data generated for this work have been deposited in the NCBI Gene Expression Omnibus (GEO) under accession number GSE76400.

# Supplementary material for: Flavonoid biosynthesis controls fiber color in naturally colored cotton
**Source:** PeerJ. 2018 Apr 18;6:e4537. doi: 10.7717/peerj.4537
**Supplement:** Supplemental Information 1 — The differentially expressed anthocyanin genes were clustered using hierarchical clustering with Euclidean distance with complete linkage. The relative expression levels of these genes verified by quantitative real-time PCR were log2-transformed and presented using a color scale ranging from saturated blue for log ratios ≤ −1.5, to saturated red for log ratios ≥ 3.0. Each gene is represented by a row of colored boxes. The phenylpropanoid pathway includes the flavonoid/anthocyanin biosynthetic pathway (metabolites surrounded by a red box) and the lignin biosynthetic pathway (metabolites surrounded by a green box). PAL, phenylpropanoid (metabolic) pathway ; CHS, chalcone synthase; CHI, chalcone isomerase; THC2′GT, tetrahydroxychalcone- 2′-glucosyltransferase; F3H, flavanone 3-hydroxylase; F3′H, flavonoid 3′-hydroxylase; F3′5′H, flavonoid 3′, 5′-hydroxylase; DFR, dihydroflavonol 4-reductase; ANS, anthocyanidin synthase; 3GT, UDP-glucose:flavonoid-3-O-glucosyltransferase; 5GT, UDP-glucose:flavonoid-5-O-glucosyltransferase; MT, anthocyanin O-methyltransferase; AT, anthocyanin acyltransferase; CCR, cinnamoyl-CoA reductase; CAD, cinnamyl alcohol dehydrogenase; HCT, hydroxycinnamoyl CoA shikimate/quinate hydroxycinnamoyl transferase; CCoAOMT , caffeoyl-CoA O-methyltransferase .

**Supplementary Information for**

**Flavonoid Biosynthesis Controls Fiber Color in Naturally Colored Cotton**

Hai-Feng Liu*, Cheng Luo, Wu Song, Hai-Tao Shen, Guoliang Li, Zhi-Gang He, Wen-Gang Chen, Yan-Yan Cao, Fang Huang, Shou-Wu Tang, Ping Hong, En-Feng Zhao, Jian-Bo Zhu, Da-Jun He, Shao-Ming Wang, Guang-Ying Huo, Hailiang Liu*

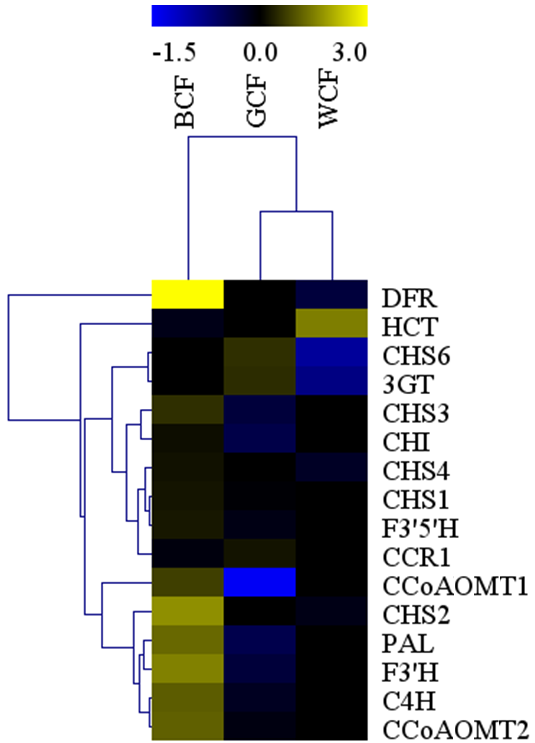

**Supplementary Fig. 1. Hierarchical clustering and quantitative real-time PCR validation of RNA-seq results.** The differentially expressed anthocyanin genes were clustered using hierarchical clustering with Euclidean distance with complete linkage. The relative expression levels of these genes verified by quantitative real-time PCR were log2-transformed and presented using a color scale ranging from saturated blue for log ratios ≤ −1.5, to saturated red for log ratios ≥ 3.0. Each gene is represented by a row of colored boxes.

**
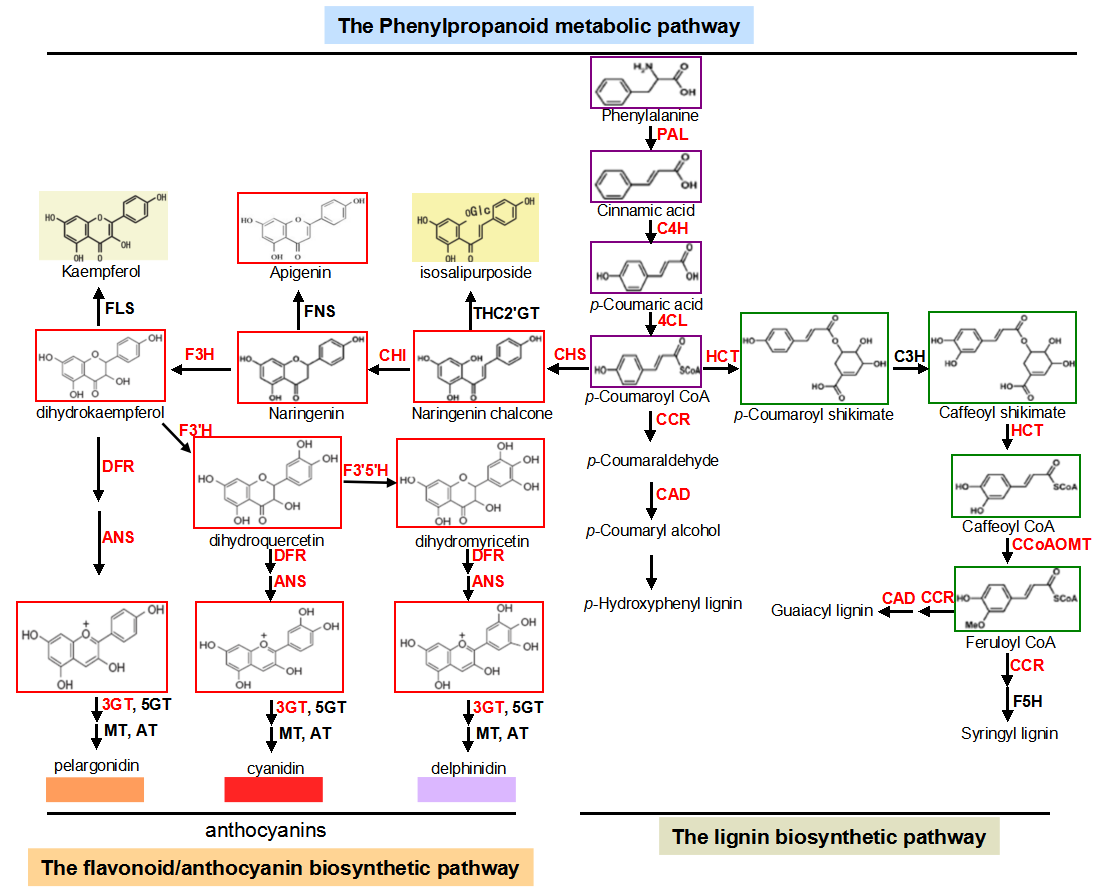
**

**Supplementary Fig. 2. Phenylpropanoid pathway and genes involved in the biosynthetic pathways.** The phenylpropanoid pathway includes the flavonoid/anthocyanin biosynthetic pathway (metabolites surrounded by a red box) and the lignin biosynthetic pathway (metabolites surrounded by a green box). PAL, phenylpropanoid (metabolic) pathway; CHS, chalcone synthase; CHI, chalcone isomerase; THC2′GT, tetrahydroxychalcone-2′-glucosyltransferase; F3H, flavanone 3-hydroxylase; F3′H, flavonoid 3′-hydroxylase; F3′5′H, flavonoid 3′,5′-hydroxylase; DFR, dihydroflavonol 4-reductase; ANS, anthocyanidin synthase; 3GT, UDP-glucose:flavonoid-3-*O*-glucosyltransferase; 5GT, UDP-glucose:flavonoid-5-*O*-glucosyltransferase; MT, anthocyanin *O*-methyltransferase; AT, anthocyanin acyltransferase; CCR, cinnamoyl-CoA reductase; CAD, cinnamyl alcohol dehydrogenase; HCT, hydroxycinnamoyl CoA shikimate/quinate hydroxycinnamoyl transferase;CCoAOMT, caffeoyl-CoA *O*-methyltransferase.

**
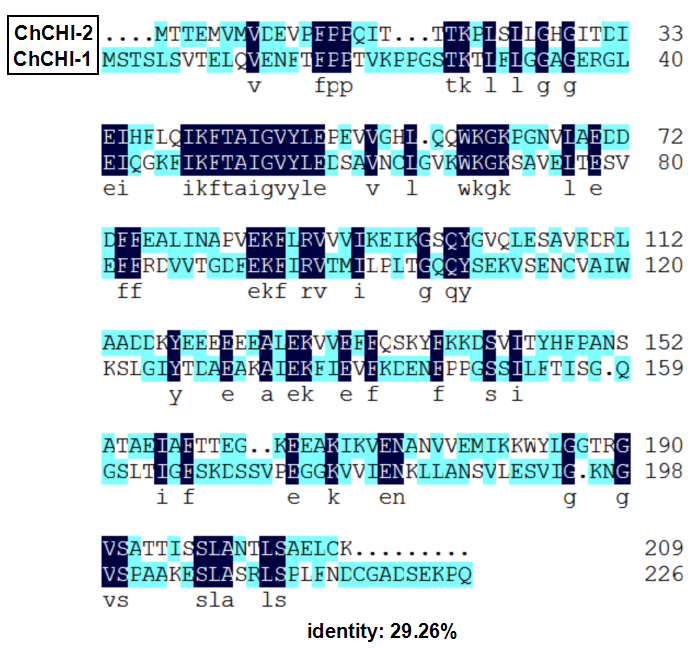
**

**Supplementary Fig. 3. Amino acid sequence similarities between GhCHI-1 and GhCHI-2.** Alignment of cotton (*Gossypium hirsutum*) GhCHI-1 and GhCHI-2. Shading indicates identity amino acid residues with identical residues highlighted in black. Letters below the aligned sequences represent conserved amino acids.

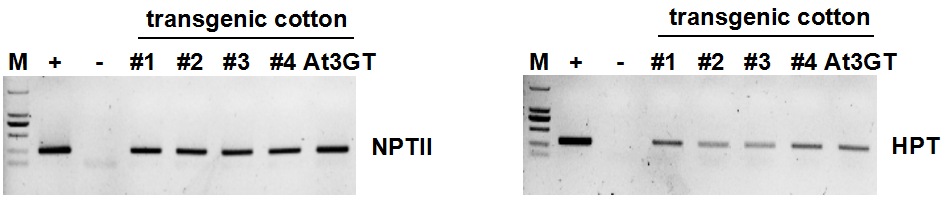

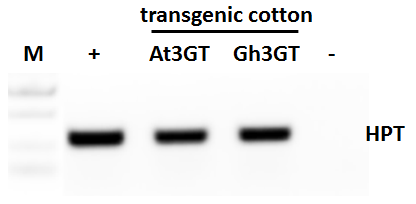

**Supplementary Fig. 4. PCR identification of transgenic cotton carrying *GhCHI-1* , *At3GT* and *Gh3GT*.** T1 generation plants were analyzed by PCR using primers specific for *NPTII* and *HPT*. The T1 generation consisted of four plantlets from 3,000 transformed brown cotton plants, and the T0 generation consisted of one *At3GT* and one *Gh3GT* transgenic plantlet from 774 and 1002 transformed green cotton plants, respectively. The transgenic plants were named #1, #2, #3, #4, At3GT and Gh3GT. M: DL2000 DNA marker.

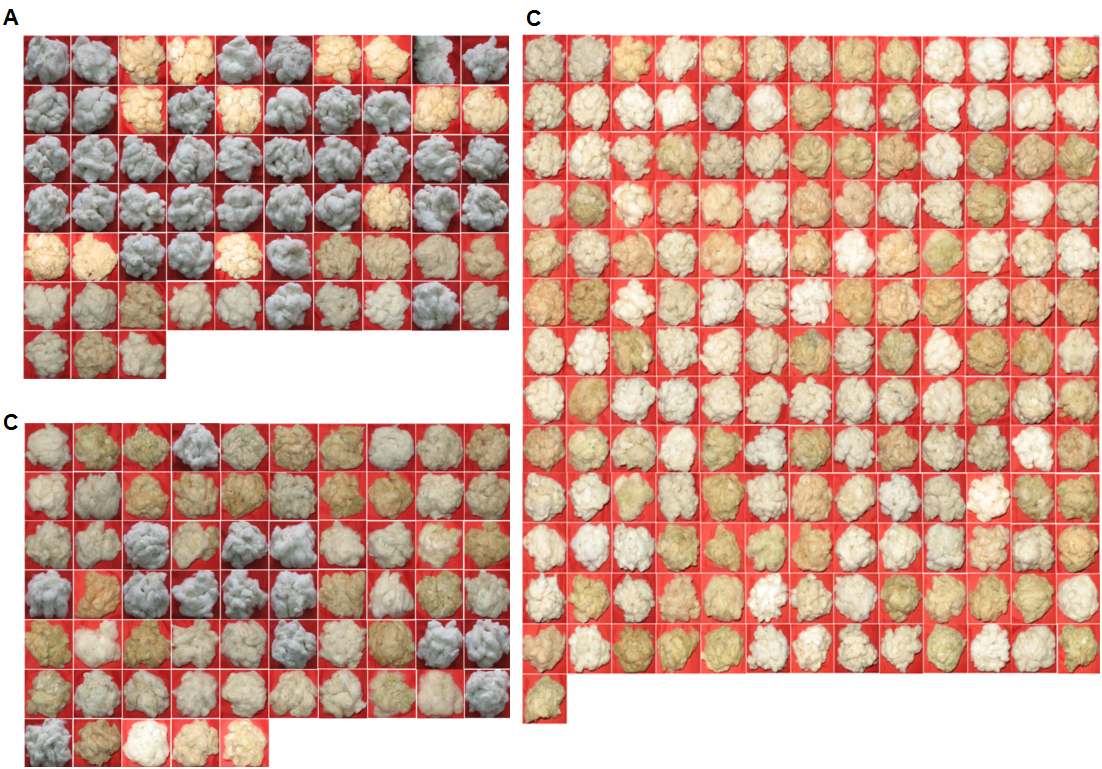

**Supplementary Fig. 5. Fiber color phenotypic analysis of transgenic cotton T1 progeny.**

(**a**) Transgenic cotton #2 T1 progeny (63 bolls). (**b**) Transgenic cotton #3 T1 progeny (65 bolls). (**c**) Transgenic cotton #4 T1 progeny (170 bolls).

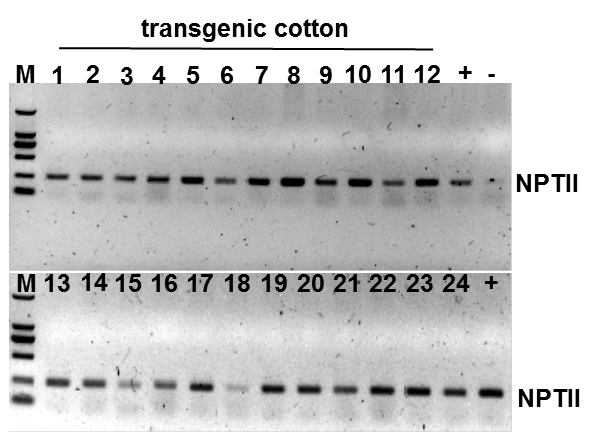

**Supplementary Fig. 6. PCR identification of T1 progeny of transgenic cotton #1 carrying *GhCHI-1*.**

T1 progeny of transgenic cotton #1 were analyzed by PCR using primers specific for *NPTII*. M: DL2000 DNA marker.

**Supplementary Fig.7. Alignment of CrTHC2′GT and 3GT proteins.**

CrTHC2′GT (*Catharanthus roseus*); Si3GT2L (*Sesamum indicum*); Ns3GT2L (*Nicotiana sylvestris*). Shading indicates identitical amino acid residues with 100, 75, and 50% conservation in black, pink, and turquoise, respectively. Letters below the aligned sequences represent conserved amino acids.

# Supplementary material for: Flavonoid biosynthesis controls fiber color in naturally colored cotton
**Source:** PeerJ. 2018 Apr 18;6:e4537. doi: 10.7717/peerj.4537
**Supplement:** Table S1 — BCF, GCF, and WCF belong to wild type; numbered 5, 6, and 24 belong to transgenic type. There are two time points, 0 and 12 DPA.

**Supplementary Table 1.**

**The statistics of the library reads**

| **Cotton type** | **Fiber color** | **Days post anthesis (DPA)** | **Raw reads** | **Clean reads** | **Mapped reads** |
| --- | --- | --- | --- | --- | --- |
| **Wild-type** | **BCF** | **0** | **11771495** | **10970680** | **6859639** |
|  |  | **12** | **11221271** | **11179449** | **7155492** |
|  | **GCF** | **0** | **10908353** | **10854565** | **7012968** |
|  |  | **12** | **11265624** | **11265624** | **6837262** |
|  | **WCF** | **0** | **10998125** | **10998125** | **7341128** |
|  |  | **12** | **12515205** | **12515205** | **7700367** |
| **Transgenic type** | **BCF** | **0** | **11417643** | **11417643** | **6581788** |
|  |  | **12** | **12697279** | **12697279** | **7875485** |
|  | **GCF** | **0** | **12328131** | **12328131** | **8251892** |
|  |  | **12** | **17609441** | **17609441** | **10557341** |
|  | **WCF** | **0** | **12848395** | **12848395** | **7651313** |
|  |  | **12** | **11237283** | **11237283** | **7125237** |

The stati窗体顶端

窗体底端

# Supplementary material for: Flavonoid biosynthesis controls fiber color in naturally colored cotton
**Source:** PeerJ. 2018 Apr 18;6:e4537. doi: 10.7717/peerj.4537
**Supplement:** Table S3 — It mainly lists genes in the flavonoid metabolic pathway, including accession number and gene name.

| **Metabolic pathway** | | **Gene accession number** | **Gene Name** |
| --- | --- | --- | --- |
| **phenylpropanoid metabolic pathway** | **lignin metabolic pathway** | **gi\|575502404\|** | **HCT (hydroxycinnamoyl CoA shikimate/quinate hydroxycinnamoyltransferase,** |
|  |  | **gi\|229368453\|** | **CCR (cinnamoyl-CoA reductase)** |
|  | **flavonoid metabolic pathway** | **gi\|289186761\|** | **3GT (UDP-glucose: flavonoid-3-**O-glucosyltransferase) |
|  |  | **gi\|153805695\|** | **CHS1 (chalcone synthase 1)** |
|  |  | **gi\|347466179\|** | **CHS2 (chalcone synthase 2)** |
|  |  | **gi\|347466183\|** | **CHS4 (chalcone synthase 4)** |
|  |  | **gi\|347466187\|** | **CHS6 (chalcone synthase 6)** |
|  |  | **gi\|121755800\|** | **CHI (chalcone isomerase)** |
|  |  | **gi\|310781378\|** | **F3'H** (flavonoid 3'-hydroxylase) |
|  |  | **gi\|197259949\|** | **F3'**5'H (flavonoid 3', 5'-hydroxylase) |
|  |  | **gi\|258489657\|** | **DFR (dihydroflavonol 4-reductase)** |

**Supplementary Table 3**.

**Genes related to the phenylpropanoid (metabolic) pathway**

How the deposited data were processed for this re-analysis (not part of the article)

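RNA of 3 wild-type cotton lines (BCF, GCF and WCF) and 3 transgenic lines (#5, #6 and #24) was sequenced at 0 and 12 DPA, with 1 library per line and stage and 12 libraries in all. Samples were assigned to lines and stages from the submitters' labels, the paper's methods and Table S1.

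According to the paper's methods and the submitters' processing notes, the authors checked the reads with FastQC 0.10.1, trimmed them with Trimmomatic 0.32 and aligned them to the Gossypium raimondii genome (JGI release) with TopHat and an index made by Bowtie 2.2.4. The paper's methods give version 2.0.9 of Tophat and the submitters' processing notes version 2.0.13. The authors counted reads per gene with HTSeq 0.6.0 and compared the stages with DESeq 1.18.0. Counting by strand is not given in the sources used here, so overlapping and antisense genes cannot be told apart from their reads.

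The authors' deposited table has 37505 entries, of which 37500 are genes and 5 are summary entries of the counting tool. Its values are the authors' mean normalized counts over both stages and at each stage, the authors' fold (the 12 DPA mean over the 0 DPA mean), the authors' p-value and the authors' adjusted p. The mean over both stages equalled the average of the 2 stage means, and the adjusted p equalled a Benjamini-Hochberg adjustment over the 33466 entries with a p-value. Summary entries with reads thus entered the authors' adjustment, and they were left out of every gene count and sum computed here. A p-value was given for 33463 genes, and the other 4037 genes had a mean of 0 at both stages.

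Although the column names say RPKM, the deposited stage means behave as counts divided by size factors. The values a single read can add to a stage mean were recovered as 6 steps per stage. With these steps, 100% of 4438 deposited means of up to 1 at 0 DPA and 99.98% of 4341 at 12 DPA were sums of whole reads, to a tolerance of 2e-07 per read. A size factor is the inverse of its step times the 6 libraries. The size factors were not assigned to lines. Reads assigned to genes in each library were estimated as the gene sum of the stage times the library's size factor. This takes all libraries of a stage to have the same normalized gene total, which could not be checked. The mapped reads of Table S1 are the paper's and count reads in and outside genes. Recovery of the steps was tested on simulated data of 37500 genes, in which 6 of 6 size factors were found at each stage.

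The designs set before the data were examined assumed values per library. As the deposited table has stage means and the authors' comparison, the alternative set for that case was followed: no test was run, and the authors' fold and p-values are described as theirs. Computed here were log2 fold changes from the stage means, percentiles of the means among all genes, sums over gene lists, estimated depths, and Benjamini-Hochberg adjustments of the authors' p-values over other sets of genes. The adjustment was tested on simulated p-values of 33463 genes, in which 200 of 200 changed genes were recovered and 10 unchanged genes were called. The changed genes were given p-values far below the cutoff, so their recovery was fixed in advance and says nothing on sensitivity. Differential expression was taken at an adjusted p under 0.05, the paper's threshold. Tables were read with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots drawn with matplotlib 3.10.9.

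Gene names came from Tables S4 to S7, which pair gene IDs with matched records of upland cotton. The part of these tables used here covers 4596 genes, of which 2156 have a record and 475 a record that names a protein, and 1 gene ID of that part was not analysed here. The reference gene table at hand shares no IDs with the deposited table, so no coordinates are given. Named genes were, by a rule set before the data were examined but after the paper's tables had been read, the genes of Tables S2 and S3 with an ID and the 10 largest rises and falls among differentially expressed genes with a mean of at least 10 counts per 1000000 of the gene sum and a protein name, 1 per record. The part of the rule that asks for the same direction in every line could not be applied to stage means. Of genes under this rule, 296 rose and 0 fell, and the part of the tables used here lists mostly rises. Other lists of genes by description were not used, because the names cover a selected part of the genes.

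Alternatives tried were an adjusted p under 0.1 (the threshold of the Fig. 1B legend), adjustment over genes alone, minimum means of 10 and of 50 over both stages, scaling by stage totals, and counting the genes of Table S3 in place of Table S2. All but the first were added after the data had been seen. The depth of each stage limits low genes most: 1 read in the shallowest 0 DPA library adds 0.342 to the stage mean. Comparisons between colors, between wild-type and RNAi lines, and within each line were planned on values per library and were left out. The paper's log2 fold changes per line would allow a comparison of lines for the 495 genes with values in all 6 lines, which was not made, since these genes are a selected part.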

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

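The tests in this part were all chosen after the results had been seen. Both results lie outside what the paper reports on.

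In the authors' deposited table the counting tool's entry for alignments that are not unique had a mean of 43229739 at 0 DPA and 9161917 at 12 DPA, against gene sums of 3044867 and 4870048. This was 14.2 such alignments per gene-assigned read at 0 DPA and 1.88 at 12 DPA (a read is counted at each place it aligns), with an adjusted p of 0.269 from the authors' DESeq with Benjamini-Hochberg adjustment. The size factors of the 0 DPA libraries spanned 3.42-fold, while the paper's mapped reads of those libraries spanned 1.25-fold, so unequal numbers of mapped reads do not account for that range. A candidate explanation is that the difference sits in some of the libraries of a stage: of 427 genes with a mean of at least 50 and a log2 fold change within 0.15 of the same size, 0.937% had a p as large as the 0.121 of this entry, which points to a wide spread between libraries. Which lines these were and whether the alignments come from repeated genes, organelle RNA or ribosomal RNA stay open, as does a difference between the stages themselves.

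In a run of 83 neighboring gene IDs, bounded by IDs that Tables S4 to S7 match to the mitochondrial genome, 19 genes fell and 0 rose from 0 to 12 DPA in the authors' deposited table (adjusted p under 0.05, authors' DESeq). The normalized counts of the run summed to 30159 at 0 DPA and 3770 at 12 DPA in that table, and Gorai.001G160400 (12570 and 1090; log2 fold change -3.53, adjusted p = 0.00513 from the authors' DESeq) and Gorai.001G163100 (8494 and 905; -3.23, adjusted p = 0.00789), chosen after their values were seen, held most of the sum at 0 DPA. Falls that cluster by chance were left open: 0.170% (61) of 35987 other, overlapping runs of the same length had as many falls, at most 20, and 0 of the 61 had as few rises, but the run was picked after its falls were seen. Reads of the mitochondrial genome, of which nuclear copies can catch a part, may lie behind the falls, but 0 of the 18 matched IDs passed the test (median log2 fold change -0.49). Their names come from the part of Tables S4 to S7 used here, which lists mostly rises, so this cannot be told apart. A biological fall of these transcripts between the stages, or a difference in tissue, was not tested.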

How the results depend on the processing

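Alternatives other than the threshold of 0.1 were added after the data had been seen. At an adjusted p under 0.1, 11017 genes passed in place of 9141 (5998 higher and 5019 lower at 12 DPA). Adjusted over genes alone, 9141 passed, and over genes with a mean of at least 10, 8650 (4823 higher and 3827 lower). With a mean of at least 50 the count was 6080 and the genes lower at 12 DPA numbered 2361, against 3949, while 3719 were higher. That setting tested 14145 genes in place of 33463. It shared 5626 genes with the 9141, lost 3515 and gained 454. Genes were gained on the same p-values, so the cutoff on p rose and the lost genes were those below the minimum mean. Scaling by stage totals lowers every log2 fold change alike and leaves the authors' p-values as they are, so it says nothing on the calls. Pathway gene IDs at least 2-fold higher numbered 10 by the authors' size factors, 9 by stage totals and 9 with the genes of Table S3 alone. No named gene lost its call when the authors' p-values were adjusted over genes alone or over genes with a minimum mean, leaving aside those below it (at 50, CHS4, both 3GT genes and the beta-galactosidase gene). Over genes alone the same genes were called, and with a minimum mean the cutoff on p rose. No gene kept in these settings could thus lose its call, so they do not test how firm the calls are. No named gene changed direction by stage totals, where the log2 fold change nearest 0 was 0.28 for PAL. F3'5'H passed at the threshold of 0.1 and with a mean of at least 50 (adjusted p = 0.0483 from the authors' DESeq p-values), and PAL did not pass under any (0.124 with a mean of at least 50). No paired analysis was possible because the deposited table gives stage means without values per line. The paper's log2 fold changes per line cover 495 genes in all 6 lines, but the part of Tables S4 to S7 used here lists mostly genes that rose in the same libraries, so a paired test of direction on them would be void. The other alternatives set before the data were examined were planned on values per library and not run: other tools and size factors, count filters per library, leaving out each line, another pseudocount, the ubiquitin scale, and every result per line, color or background. Backgrounds or colors could be compared on the paper's values of the 495 genes, a selected part of all genes, and this was not done. At 0 DPA the shallowest library had an estimated 1482909 gene-assigned reads, which limits genes near the floor, such as the second 3GT gene.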

Differences from the paper's values

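These comparisons were made after the values had been seen. Fig. 1B plots log2 fold changes between the stages against mean normalized counts, and has 2 points far to the right of the rest. In the authors' deposited table the entries with the largest means are summary entries of the counting tool, not genes. The paper's point farthest right lies at about -3.3 in Fig. 1B, read by eye, and the entry for non-unique alignments has a log2 fold change of -2.24. The paper's next point lies at about 0.4 in Fig. 1B, read by eye, and the entry for reads in no gene has 0.55. Of the alternatives set before the data were examined, the threshold of 0.1 leaves both values as they are, and the others need values per library and were not run. The legend names the brown, green and white fibers, and the stage means average 6 libraries each.

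The legend of Fig. 1B names DESeq2, a different package, and a threshold of 0.1, where the methods give DESeq and 0.05.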

Other observations

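The genes and the tests in this part were chosen after values had been seen, except the test of the pooled lines. The most abundant named genes at 12 DPA encoded an expansin, a lipid transfer protein, tubulins and a metallothionein-like protein. Abundance here is in normalized counts, which are not divided by gene length, so the order need not hold for transcripts. Among genes with a matched protein name, the most abundant at 12 DPA in the authors' deposited table was the alpha expansin gene EXPA8 (Gorai.011G128500), whose product loosens cell walls, with 242 normalized counts at 0 DPA and 37289 at 12 DPA (log2 fold change 7.27, adjusted p = 4.06e-49, authors' DESeq with Benjamini-Hochberg adjustment). A lipid transfer protein gene (Gorai.011G128100) followed with 340 and 35774 normalized counts in the authors' deposited table (log2 fold change 6.72). Next came the alpha-tubulin 10 gene (Gorai.009G224800), whose product builds microtubules, with 31072 normalized counts and a log2 fold change of 4.71 from the authors' deposited table, and a metallothionein-like gene (Gorai.002G257700) with 24036 and 6.13. The alpha-tubulin 2 gene (Gorai.012G147000) reached 19335 normalized counts and a cysteine protease gene (Gorai.010G159600) 19115 in the authors' deposited table, with log2 fold changes of 4.10 and 3.71. The 10 most abundant genes held 2.22% of the gene sum at 0 DPA and 6.07% at 12 DPA in the authors' deposited table.

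The stage means hold 6 single-read steps each, as many as there are lines. A candidate explanation, that all 6 lines were pooled, was set against the paper's log2 fold changes per line in Tables S4 to S7. For 495 genes with values in all 4 tables, the pooled log2 fold change lay within the range of the 6 lines for 86.1%, within that of the 3 wild-type lines for 64.8% and within that of the 3 transgenic lines for 73.3%. A range of 6 lines is wider than one of 3 by construction, and 86.1% lies between the bounds set beforehand (90% for and 70% against), so this test left it open, while the number of steps equals the number of libraries sequenced per stage. Pearson's r across these genes between the pooled value and the mean of the 6 lines was 0.85, and genes are not independent replicates.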
